A study of Mus musculus with 3 samples. Its data were reported in "Setd2 supports GATA3+ST2+ thymic-derived Treg cells and suppresses intestinal inflammation" (2022).

How the data were processed

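H3K36me3, the trimethylation of lysine 36 of histone H3 that the enzyme Setd2 writes over transcribed genes, was measured by chromatin immunoprecipitation sequencing (ChIP-seq) in mouse regulatory T cells (Treg cells). The Treg cells were sorted by the fluorescent reporter of Foxp3, their lineage gene, from the spleen and from the large intestine. There were 3 libraries: 1 of spleen, 1 of large intestine and 1 input, that is, sonicated chromatin of splenic Treg cells that was not immunoprecipitated. Values of the 2 immunoprecipitated libraries were analysed, and the input was not analysed here. Each tissue had 1 library made from the pooled cells of several mice of both sexes.

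The authors aligned single-end reads of 75 nt to the mm10 mouse genome, called peaks in each tissue with MACS2 against the input, and merged the peaks of both tissues into 1 set. They made coverage tracks scaled to RPKM, that is, read coverage per kilobase scaled to the sequencing depth, with bamCoverage and averaged each track over each merged peak with multiBigwigSummary. The deposited values are therefore mean RPKM coverage per peak. The deposited table is labelled as raw counts, but its values were not whole numbers. The value times the peak length was a whole multiple of 1 step per library in 100% of the 82074 spleen and 81177 large intestine peaks with a product low enough to tell. The step was 1.69 RPKM in spleen and 1.31 RPKM in large intestine, the worth of 1 read in 1 bin. For peaks with both ends on multiples of 20 bp the product was whole in units of a 20-bp bin in 100% of the peaks of each library. With that bin the steps correspond to 29600000 mapped reads in spleen and 38100000 in large intestine. The number of reads in a peak was not recovered, because 1 read fills several bins and the length to which reads were extended is not stated, so no count test was run.

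The chromosome names and lengths were compared with GRCm38, the assembly of mm10, and 0 of 21 chromosomes had a peak past the end. Peaks were assigned to the gene with the nearest transcript start in GENCODE M21, over genes of all types. This rule was chosen after the values had been seen: 4 rules were compared with the per-gene values in the study's supplement, and the rule that came closest to them was taken. Those supplementary values were used for nothing else, and the effect of other rules is given in the closing section. The values of all peaks of a gene were summed per library. The log2 ratio of large intestine over spleen was computed with a pseudocount of 0.5 RPKM in genes with at least 20 RPKM over both libraries, and the log2 ratio of the library totals over all peaks (0.046) was subtracted from it. All fold changes are on this log2(value + pseudocount) scale, which understates the change of low genes.

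The comparisons, their tests, the alternatives and the rule for named genes were fixed before the data were examined, on the assumption that the table held counts. Because it held RPKM, the filter and the pseudocount were applied to RPKM, and the planned exact intervals of count ratios were replaced by the plain count of genes past 2-fold. An approximate 95% counting interval was added: it took each read as covering 200 bp, the longer of the 2 lengths tried, which gives the fewest reads and the widest interval. These intervals cover counting error only, and reads were treated as independent molecules. The median of each gene list was set against 10000 random lists of the same size, matched in 10 bins of mean signal, as a description of these libraries. Medians have binomial 95% intervals and shares have Wilson 95% intervals, both over genes. No p-value was computed, since genes are not replicates.

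The signature lists of colonic, splenic, ST2+ and RORgt+ Treg cells came from the study's supplement and rest on expression data of other samples. All genes listed there were used, as fixed beforehand. The study's own signatures are the 200 ST2+ genes ranked first by p-value and the 500 RORgt+ genes ranked first by fold change, and these shorter lists were added as an alternative. Of the 505 colonic symbols, 491 were in the annotation and 9 more matched through an older symbol; for the 494 splenic symbols these numbers were 469 and 17, for the 1065 RORgt+ symbols 1034 and 21, and for the 1114 ST2+ symbols 1070 and 38. The named genes were 34 genes that the study shows or discusses, 11 of them given in full, and the 5 genes in each direction whose approximate interval bound nearer to 0 was most extreme among genes with at least 200 RPKM over both libraries. A further gene of the fixed rule is not reported here. Lists of housekeeping, intestinal epithelium, B cell, myeloid, Y-linked and X-inactivation genes, fixed at the same time, served the closing section.

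The alternatives set beforehand were median-of-ratios and trimmed-mean scaling, a pseudocount of 5, no filter, a filter at 200 RPKM, the strongest peak of each gene, autosomes only, and peaks within the gene or 3 kb of it. Input subtraction, a minimum enrichment over input, and the median enrichment of peaks over input were planned but not run, as the input was not analysed here. Chosen after seeing the data were the deposited scaling, weighting of peaks by length, assignment by the peak midpoint in the gene body, assignment to protein-coding transcripts only, removal of peaks over 100 RPKM, counting intervals, the shorter ST2+ and RORgt+ lists, and a correction for GC content. The last divided each large intestine value by the median ratio of its GC bin, with 50 bins of peaks. For average profiles, protein-coding genes of 2 kb or more were cut into 20 bins with 4 bins in each 2-kb flank, and signal outside peaks counted as 0.

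The scripts were tested on simulated data, with 188 changed genes among 12789 tested. Reads of both simulated libraries were drawn from the mean reads per peak of the 2 real libraries, so the difference in depth was not simulated. Of the changed genes, 99.5% were recovered past 2-fold in the right direction, and the counting interval held the true ratio in 94.8% of the 12601 unchanged genes. The simulated reads were independent and had the read length of 200 bp that the interval assumes, so this share does not test either assumption. Of 400 random lists of unchanged genes, 22 lay outside the central 95% of matched lists. A planted GC trend that spread the medians of 10 GC groups over 0.38 (log2) was reduced to 0.02 by the correction. It was weaker than the trend in the real libraries, where these medians ran from -0.41 to 0.29. Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9 were used.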

Results

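To see where H3K36me3 lies in Treg cells and how it differs between tissues, the mark was profiled in Treg cells of the spleen and of the large intestine, with 1 library each. There are no replicates, so every difference below is between 2 libraries and has no replicate check. The merged set held 120910 peaks with a median length of 456 bp. Together they covered 116 Mb, or 4.26% of the genome. The depth inferred from the values was 29600000 mapped reads in spleen and 38100000 in large intestine, 1.29 times as many. The median peak had 10.4 RPKM in spleen and 10.5 RPKM in large intestine, and 25 and 6 peaks, respectively, were listed at 0. Summed over all peaks, the large intestine signal was 1.03 times that of spleen, and 1.06 times when peaks were weighted by length.

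H3K36me3 peaks lay mostly in genes. Introns held 66.4% of peaks (1.64-fold over the share of genome bases), regions within 1 kb of a transcript start 14.5% (2.26-fold), exons 8.55% (4.30-fold), and 3' UTRs 6.46% (4.63-fold). Transcript starts here were those of every annotated transcript, including starts inside genes, and this class took priority over the others. Its 2.26-fold share is therefore no measure of enrichment where genes begin, and the signal along genes was low there. Intergenic sequence held 4.01% of peaks, 0.081 times its share of bases. Along 10046 protein-coding genes, the mean signal rose from 0.73 RPKM in the first 5% of the gene body in spleen to 9.70 RPKM between 90% and 95% of its length. It was 4.06 RPKM at the far end of the downstream flank. In large intestine the corresponding values were 0.87, 10.6 and 4.52 RPKM. Averaged over the gene body, the large intestine signal was 1.07 times the spleen signal.

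**Figure D1:**
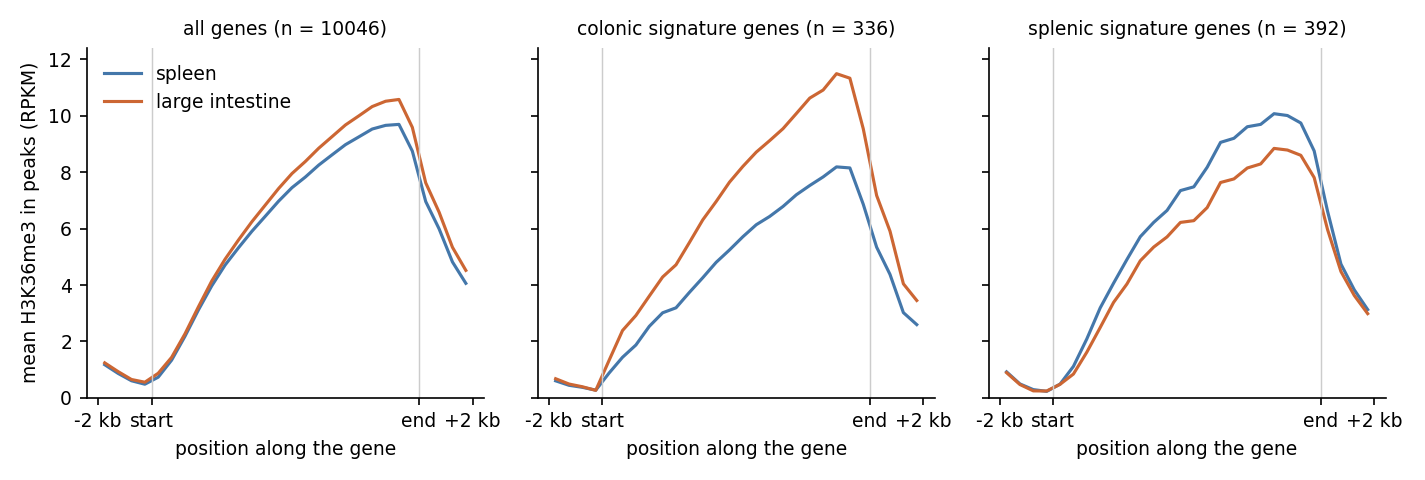
Mean H3K36me3 signal in peaks (RPKM as deposited, linear axis) along protein-coding genes, scaled from transcription start to end with 2-kb flanks, in spleen (blue) and large intestine (orange), for all genes, colonic signature genes and splenic signature genes. The profiles hold 10046 genes in all, 336 of the 505 listed colonic genes and 392 of the 494 listed splenic genes, and the means cover these only. Gene-body means in large intestine were 1.07 (all), 1.43 (colonic) and 0.853 (splenic) times those in spleen.

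Peaks differed in how precisely they could be compared. Over all peaks, the log2 values of the libraries correlated with Pearson r = 0.27 across peaks, and over the 28145 peaks of 1 kb or more with r = 0.69; peaks are not independent replicates. The SD of the log2 ratio was 0.88 in peaks under 1 kb and 0.39 in longer peaks. The ratio also rose with GC content. Its median was -0.41 in the tenth of peaks with the lowest GC content and 0.29 in the tenth with the highest, a difference between the libraries that enters the ratio of each gene.

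**Figure D2:**
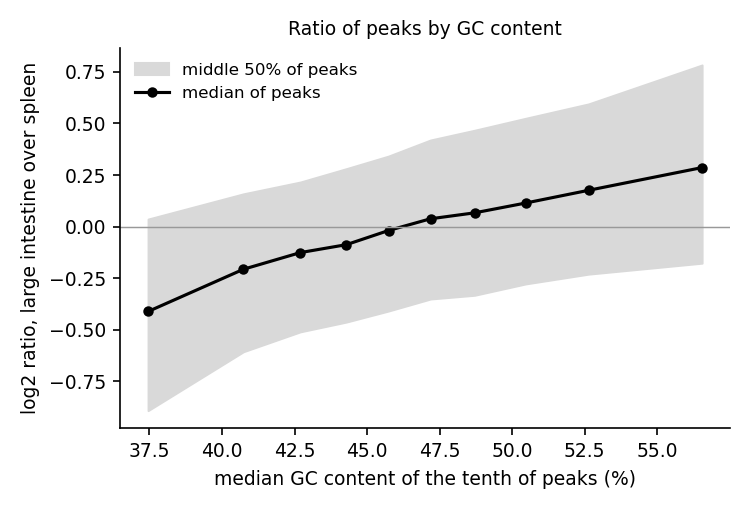
Log2 ratio of H3K36me3 in large intestine over spleen (after scaling by library totals) against GC content, in 10 groups of 12091 peaks each. Points are medians and the grey band holds the middle 50% of peaks; the medians rise from -0.41 to 0.29.

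To compare genes, the values of all peaks assigned to a gene were summed. Of 14370 genes with a peak, 13003 had at least 20 RPKM over both libraries, with a median of 5 peaks per gene. The median log2 ratio of these genes was 0.00 and the middle 50% lay between -0.22 and 0.23. The median standard error from counting alone was 0.19, and it was 0.12 in the 4249 genes with at least 200 RPKM. Over 2-fold higher signal was seen in large intestine for 441 genes and in spleen for 329 genes. In the simulation, both libraries had the mean reads per peak of the 2 real ones, and unchanged genes differed only by counting noise. Of these 12601 unchanged genes, 49 and 45 passed 2-fold in the corresponding directions. The merged peaks were taken as given there. Any effect of calling peaks in either tissue is thus left out of the 49 and 45. With an approximate counting interval wholly past 2-fold, 101 genes were higher in large intestine and 35 in spleen. The alternative that moved these counts most upwards was no filter on low values, with 746 and 662 genes. Of the calls, 57.3% were higher in large intestine, and 47.9% after correction for GC content.

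The next comparison asked whether genes expressed more in colonic or in splenic Treg cells also carry more H3K36me3 in that tissue. The colonic signature had 305 genes with enough signal. Their median log2 ratio was 0.55 (95% interval 0.43 to 0.67), above all 10000 random lists matched on mean signal, of which the central 95% had medians from -0.04 to 0.04. Of these genes, 241 (79.02%, Wilson 95% interval 74.1% to 83.2%) had more signal in large intestine, 97 of them over 2-fold, and 2 were over 2-fold higher in spleen. The splenic signature had 372 genes with enough signal and a median log2 ratio of -0.32 (95% interval -0.38 to -0.27), below all 10000 matched lists. Of these, 312 (83.9%, Wilson 95% interval 79.8% to 87.3%) had more signal in spleen, 42 of them over 2-fold, and 0 were over 2-fold higher in large intestine. The alternative that moved the medians most was the strongest peak of each gene, which gave 0.40 and -0.23.

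Lists for ST2+ Treg cells, which carry the receptor for interleukin-33, and for RORgt+ Treg cells, another subset, were compared in the same way, since the study describes both subsets in the intestine. The median log2 ratio of 295 ST2+ signature genes was 0.29 (95% interval 0.22 to 0.39), above all 10000 matched lists. After correction for GC content it was 0.17. The median GC content of the peaks was 49.97% in this list and 47.8% over all genes. The median of 540 RORgt+ signature genes was 0.094 (95% interval 0.046 to 0.14), also above all matched lists, whose central 95% lay between -0.03 and 0.04. Weighted by peak length, it was 0.038. These are the full lists. In the shorter lists of the genes ranked first, an alternative chosen after the data had been seen, 53 tested ST2+ genes gave 0.66 (0.19 to 0.95) and 216 tested RORgt+ genes gave 0.19 (0.12 to 0.26), each above all matched lists. The ST2+ and RORgt+ lists shared 44 and 57 of their tested genes with the colonic list.

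**Figure D3:**
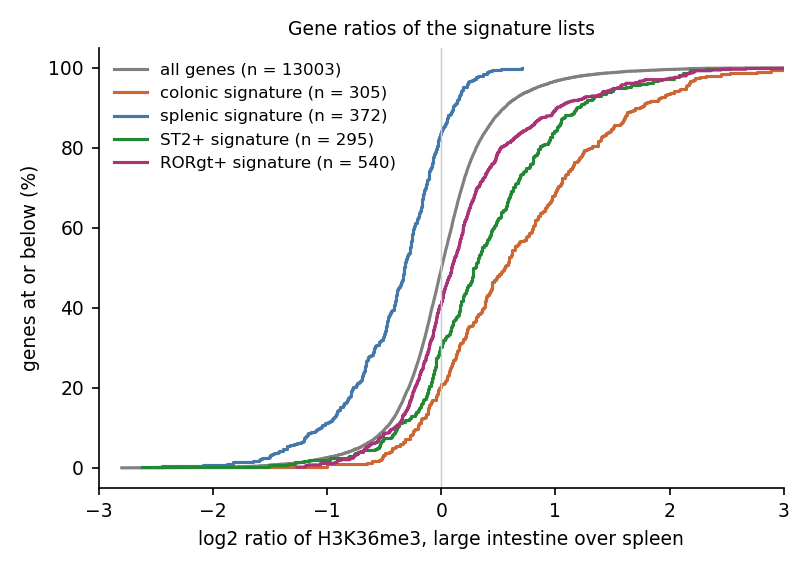
Cumulative distribution over genes of the log2 ratio of H3K36me3 in large intestine over spleen, for all 13003 genes (grey) and the 4 signature lists; the vertical axis is the percent of genes at or below a ratio, and genes past 3 in either direction lie outside the axis. The splenic list lies to the left of all genes (median -0.32), and the RORgt+ (0.094), ST2+ (0.29) and colonic (0.55) lists lie to the right.

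Single genes were then examined, with positions in mm10. Il1rl1, which encodes ST2 (ENSMUSG00000026069.15, chromosome 1, 40429570 to 40465415, plus strand), had 13 assigned peaks, 6 in introns, 5 in exons or UTRs and 2 within 1 kb of a transcript start. Its summed signal was 53.4 RPKM in spleen and 151.1 RPKM in large intestine, a log2 ratio of 1.45 (approximate counting interval 1.02 to 1.87), and all 13 peaks were higher in large intestine. By midpoint, 22 peaks lay in its annotated body, and these gave 1.27. Areg, which encodes amphiregulin (ENSMUSG00000029378.5, chromosome 5, 91139599 to 91148432, plus strand), had 28.1 RPKM in spleen and 66.9 RPKM in large intestine over 6 peaks, 5 of them in introns, with a log2 ratio of 1.19 (0.57 to 1.82). In its strongest peak alone the ratio was 0.50.

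Foxp3 (ENSMUSG00000039521.13, chromosome X, 7573644 to 7595245, plus strand) had 83.8 RPKM in spleen and 98.8 RPKM in large intestine over 6 peaks, a log2 ratio of 0.19 with an approximate interval of -0.06 to 0.45, so that no difference was detectable at this depth. The same held for Gata3 (ENSMUSG00000015619.10, chromosome 2, 9857078 to 9890034, minus strand), with 174.2 and 173.7 RPKM over 11 peaks and a ratio of -0.049 (-0.25 to 0.15), which turned to 0.061 in the strongest peak, to 0.039 with peaks weighted by length, to 0.14 with protein-coding transcripts alone and to 0.23 with peaks assigned by midpoint. Setd2 itself (ENSMUSG00000044791.16, chromosome 9, 110532597 to 110618633, plus strand) had 674.3 and 661.8 RPKM over 65 peaks and a ratio of -0.073 (-0.20 to 0.055), which turned to 0.40 in the strongest peak, to 0.21 with peaks weighted by length and to 0.089 after GC correction. That strongest peak, 26156 of the 72737 bp covered, runs from 110616942 to 110643097 and so lies mostly past the end of the gene; the peaks with their midpoint in the gene body, which leave it out, gave -0.097. Ikzf2, which encodes Helios (ENSMUSG00000025997.13, chromosome 1, 69531214 to 69687245, minus strand), had 74.3 and 57.4 RPKM over 8 assigned peaks and a ratio of -0.41 (-0.86 to 0.03). Since 115 peaks had their midpoint in the body of Ikzf2, most of its signal was assigned to other transcript starts, and those 115 peaks gave -0.55. The strongest assigned peak gave -0.058, and GC correction -0.18. Ccr8, Il23r, Klrc1, Il17a and Il17f had no assigned peak, but Ccr8 and Il23r each had 1 peak with its midpoint in the gene body, which gave a ratio of 0.79 for Ccr8 and was below the filter for Il23r.

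**Figure D4:**
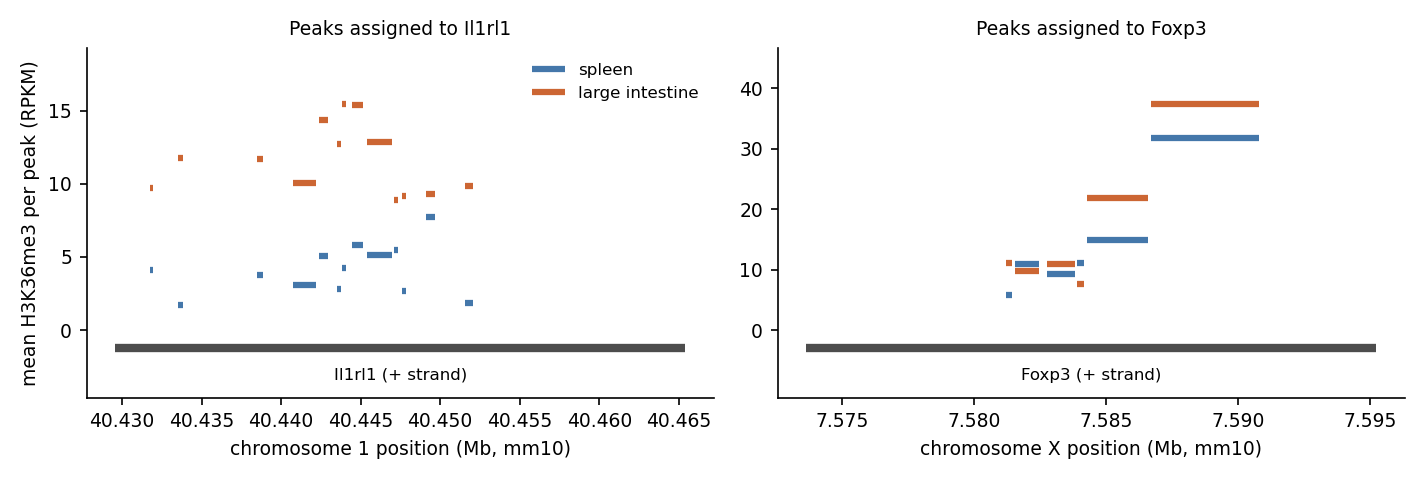
Peaks assigned to Il1rl1 (left) and Foxp3 (right) along the chromosome (Mb, mm10), with the mean H3K36me3 of each peak (RPKM as deposited, vertical axis) in spleen (blue) and large intestine (orange); the dark bar is the annotated gene. All 13 peaks of Il1rl1 were higher in large intestine, and 4 of the 6 peaks of Foxp3 were.

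Of the remaining 23 genes of the fixed list, 22 had a peak. Over all 34 genes, 25 had enough signal, of which 18 were higher in large intestine (13 with the approximate interval above 0) and 7 were higher in spleen (4 with the interval below 0). The genes over 2-fold higher in large intestine numbered 5, and 0 were over 2-fold higher in spleen. The 3 of these 5 not described above were Mmp9 (log2 ratio 2.15), Tiparp (1.39) and Ccr9 (1.02); the 4 genes with the interval below 0 were Myc (-0.81), Ezh2 (-0.46), Rel (-0.39) and Cd83 (-0.32). After GC correction, the 13 and the 4 ratios each kept their sign, but the sizes moved both ways. Tiparp rose from 1.39 to 1.67, while Zfp36l1 fell from 0.234 to 0.053 and Rel moved from -0.392 to -0.119. The corrected ratios of Zfp36l1 and Rel were smaller in size than the counting standard errors of their uncorrected ratios (0.095 and 0.125).

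Among the 4249 genes with at least 200 RPKM, the largest ratios by the interval bound nearer to 0 were as follows. Ky (ENSMUSG00000035606.8, chromosome 9, 102505750 to 102546239, plus strand) had 34.6 RPKM in spleen and 245.9 RPKM in large intestine over 17 peaks, 16 of them intronic, and a log2 ratio of 2.77 (2.38 to 3.15). The ratio was 2.53 (2.18 to 2.87) for AC100751.1 (ENSMUSG00000117430.1, chromosome 18, 11913131 to 11915903, plus strand), a short gene of uncertain coding status whose signal rests on 36 peaks, 35 of them nearest to the coding gene Cables1 (11839220 to 11945630). Epas1 (ENSMUSG00000024140.10, chromosome 17, 86753700 to 86833410, plus strand) had 71.2 and 333.3 RPKM over 24 peaks, 23 of them intronic, and a ratio of 2.17 (1.86 to 2.49). AC096777.1 (ENSMUSG00000117538.1, chromosome 17, 86773270 to 86774648, plus strand) lies inside Epas1, had its 21 peaks nearest to that gene among coding genes, and gave 2.19 (1.75 to 2.63). Padi2 (ENSMUSG00000028927.6, chromosome 4, 140906344 to 140952586, plus strand) had 70.8 and 310.9 RPKM over 22 peaks, 18 of them intronic, and a ratio of 2.08 (1.75 to 2.42).

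In the other direction, Abca1 (ENSMUSG00000015243.4, chromosome 4, 53030787 to 53159895, minus strand) had 201.6 RPKM in spleen and 50.2 RPKM in large intestine over 18 peaks, 15 of them intronic, with a log2 ratio of -2.04 (-2.48 to -1.60). Gm2682, a long intergenic non-coding RNA gene (ENSMUSG00000115681.1, chromosome 15, 60120540 to 60187408, minus strand), had 351.7 and 103.6 RPKM over 29 peaks, 28 of them intronic, and a ratio of -1.80 (-2.06 to -1.55). Gm16150, an antisense gene within Aff3 (ENSMUSG00000085391.1, chromosome 1, 38235420 to 38246666, plus strand), gave -1.77 (-2.09 to -1.45) over 19 peaks, all nearest to Aff3 among coding genes. Nrp1, which encodes neuropilin-1 (ENSMUSG00000025810.9, chromosome 8, 128358604 to 128503363, plus strand), had 915.9 and 331.5 RPKM, a ratio of -1.51 (-1.66 to -1.36), and all 75 of its peaks were higher in spleen. Ift80 (ENSMUSG00000027778.15, chromosome 3, 68892499 to 69004570, minus strand) had 805.4 and 308.9 RPKM over 58 peaks, 49 of them intronic, and a ratio of -1.43 (-1.56 to -1.29). No gene of these 10 changed direction under the alternatives tried for single genes.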

Values the study reported

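The study reported that, of the genes whose expression changed in Setd2-deficient intestinal Treg cells, 57 increased and 53 decreased ones belonged to the colonic Treg signature, and that most of these carried more H3K36me3 in the intestine than in the spleen.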

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

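The deposited scaling, weighting by length, both other assignment rules, the GC correction, the removal of peaks over 100 RPKM, the shorter ST2+ and RORgt+ lists and the counting intervals were chosen only after the data had been seen. For the 8 main results, 118 values were recomputed. Of these, 93 stayed within the interval of the main value (or within 1.5 times a main count), 25 moved further, and 0 list medians reversed. Counts and shares could not be scored as reversed. The balance of the 2 counts did turn after GC correction, from 441 and 329 to 324 higher in large intestine and 352 higher in spleen. List medians ranged from 0.40 to 0.60 (colonic), -0.33 to -0.23 (splenic), 0.17 to 0.66 (ST2+) and 0.038 to 0.19 (RORgt+), and lay outside the central 95% of matched random lists under every alternative run. Input subtraction, a minimum enrichment over input and the enrichment of peaks over input, with their alternatives, were not run, because the input was not analysed here.

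The counts of genes past 2-fold depended most on the processing, and low signal limits them. In the order higher in large intestine and higher in spleen, they were 292 and 207 with a pseudocount of 5, 746 and 662 with no filter, 70 and 39 with at least 200 RPKM (where 4249 genes were tested), and 201 and 128 with peaks weighted by length. Counting intervals wholly past 2-fold left 101 and 35 genes with reads taken to cover 200 bp, and 160 and 78 with 75 bp. Assignment to protein-coding transcripts alone gave 192 genes higher in spleen, with 9873 genes tested. Correction for GC content left 302 of the 441 genes higher in large intestine and 277 of the 329 higher in spleen past 2-fold.

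With the strongest peak of each gene, the medians were 0.40 (colonic), -0.23 (splenic) and 0.22 (ST2+), and 75.9% of splenic genes were higher in spleen. That share was 79.3% with the deposited scaling and 92.6% with peaks weighted by length, which also gave medians of 0.038 (RORgt+) and 0.18 (ST2+). GC correction gave 0.17 (ST2+). The shorter lists gave 0.66 (ST2+, 53 genes) and 0.19 (RORgt+, 216 genes). At 200 RPKM or more, 86.3% of colonic genes were higher in large intestine. The cause of these shifts was not tested.

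For the named genes, 170 values were recomputed: 154 stayed within the counting interval, 9 moved further, all in the same direction as before, and 7 reversed. Of these alternatives, only median-of-ratios scaling and the strongest peak had been set beforehand for single genes. Gata3 turned to 0.061 in the strongest peak, to 0.039 weighted by length, to 0.14 with protein-coding transcripts and to 0.23 by midpoint. Setd2 turned to 0.40 in the strongest peak, to 0.21 weighted by length and to 0.089 after GC correction. The strongest peak of Setd2 lies mostly past the gene end. The main intervals of both genes included 0, and the cause was not tested.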

Other observations

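The tests of the GC trend inside genes, of long peaks, of peaks outside the differing genes, of chromosome X, of shared genes and of where non-coding genes lie were set out before their outcome was seen; the other tests below were chosen only after the result was seen.

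The ratio of large intestine over spleen rose with the GC content of the peak, by 0.32 (log2) for each 10 percentage points over all peaks. If genes that differ between the tissues caused this, the trend would vanish without them, but without the signature genes and the genes past 2-fold the slope was 0.30 (bootstrap 95% interval 0.29 to 0.31). Noise of weak peaks was argued against by the peaks of 1 kb or more among the strongest 25%, which kept a slope of 0.24 (0.23 to 0.25). A GC bias of library preparation or sequencing would act on peaks of the same gene as it does between genes. Among intron peaks of the same gene the slope was 0.30 (0.28 to 0.31), in 4981 genes with at least 5 such peaks, against 0.40 between those genes. A bias of this kind is therefore a candidate explanation for most of the trend. With 1 library per tissue, a difference between the tissues that follows GC content inside genes stays open and untested.

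The GC trend does not account for the whole shift of any of the 4 lists. After correction the median was 0.50 for colonic, -0.31 for splenic, 0.17 for ST2+ and 0.071 for RORgt+ genes, and the central 95% of matched random lists under the same correction lay between -0.05 and 0.03 for each list. The ST2+ list, whose peaks have the highest median GC content of the 4 (49.97%), lost the most. Sharing of genes with the colonic list was also tested. Without the shared genes, the ST2+ median was 0.25 over 251 genes, outside the central 95% of matched lists (-0.05 to 0.06). The RORgt+ median was 0.046 over 483 genes, just past the 0.041 that bounds them, at percentile 98.7. With both the GC correction and the removal of shared genes these medians were 0.10 and 0.024, past the upper bounds of 0.028 and 0.017 of matched lists under the same correction.

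The colonic and splenic medians lay 0.88 apart (log2). Scaling of the libraries cannot produce this distance of 0.88, since 1 factor per library moves both lists alike. Assignment of peaks to a neighbouring gene is argued against by the peaks inside the gene body, which gave a distance of 0.92. Cells of the intestinal epithelium in the large intestine sample could raise some colonic genes. Of 25 epithelial genes, 21 had no peak, and genes without a peak have no value here. The 4 with a peak (Epcam, Vil1, Lgals4 and Cldn7) were all higher in large intestine, with a median log2 ratio of 0.56, and 15 of the 25 are also in a signature list. Of these 4, only Epcam had an approximate counting interval above 0 (0.20 to 1.49). The intervals of Vil1 (-0.11 to 0.75), Lgals4 (-0.38 to 1.14) and Cldn7 (-0.80 to 2.28) included 0. Epithelial cells and a difference between Treg cells cannot be told apart from these genes, because so few have a value. A difference between Treg cells of the 2 tissues stays open as well.

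The other control lists gave these values. The 17 tested housekeeping genes had a median log2 ratio of 0.03, from -0.44 to 0.33. Approximate counting intervals excluded 0 for Ptprc (-0.50 to -0.22), Gapdh (0.05 to 0.62) and Eef2 (0.07 to 0.26), and included 0 for the other housekeeping genes. After GC correction the ratios of Ptprc, Gapdh and Eef2 were -0.08, 0.12 and -0.09. An interval past 0 covers counting error only and does not by itself mark a difference between the tissues. Of 20 B cell genes 6 had a peak, and the 3 with enough signal had a median of -0.04, from -0.59 (Cd79a, approximate interval -1.15 to -0.021) to 0.54. The other 3 were below the filter, with 1 peak each: Cd22 had 12.4 RPKM in spleen and 0.25 RPKM in large intestine, Fcmr 11.6 and 5.38, and Pax5 4.05 and 9.91. Of 20 myeloid genes 4 had a peak, and the 3 with enough signal had a median of -0.05, from -0.05 to 0.37. None of the 4 Y-linked genes had a peak, and the 7 peaks on chromosome Y lay between 90737375 and 90813780. Xist had 3 peaks with 16.9 RPKM in spleen and 30.1 RPKM in large intestine, a log2 ratio of 0.77 with an approximate counting interval of -0.10 to 1.65. No explanation of these values was tested.

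Chromosome X was lower in large intestine. The median log2 ratio of its 254 genes was -0.15, below all 10000 matched random lists. Its peaks had a median GC content per gene of 45.7%, so the GC trend might explain this, but after GC correction the median was -0.11, still below the central 95% of matched lists (-0.06 to 0.03). No other explanation was tested.

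Non-coding genes made up 48.3% of the genes over 2-fold higher in spleen, 32.4% of those higher in large intestine and 30.2% of all genes tested. A possible explanation is that starts inside or beside coding genes collect part of their peaks. Of the peaks of the 159 non-coding genes higher in spleen, 84.9% lay inside a protein-coding gene. The share was 89.2% over all non-coding genes tested, so this decides how a non-coding call reads but not why such calls were frequent. Few peaks and low signal were the other possible explanation. At 200 RPKM or more, 25.6% of 39 genes higher in spleen were non-coding (Wilson 95% interval 14.6% to 41.1%), against 16.9% of all 4249 genes at that level, too few to decide.

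The 4 strongest peaks lay within chromosome 17, 39845102 to 39848788, beside the genes Gm26917, Gm42418 and CT010467.1, with up to 437.9 RPKM in spleen and 590.03 RPKM in large intestine; the median peak value was 10.4 RPKM. These peaks were chosen after their values were seen, and no explanation was tested.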
